A study of Homo sapiens with 10 samples. Its data were reported in "Stress-induced RNA–chromatin interactions promote endothelial dysfunction" (2020).

How the data were processed

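Single-cell transcriptomes of cells dissociated from the intima of human mesenteric arteries were used, from 2 healthy donors and 2 donors with type 2 diabetes (T2D). The study states that the tissue was postmortem. It also states that the T2D donors differed, with a long history of diabetes in one and untreated T2D in the other. Its text does not say which donor number is which. The libraries were prepared with a droplet-based 3′ assay, in which each captured RNA molecule carries a unique molecular identifier (UMI). Per the labels and the study's methods, the authors aligned the reads to hg38 and counted UMIs per gene and barcode with Cell Ranger 3.0. The deposited values were raw UMI counts per gene and barcode, with no normalisation, in 10 matrices that listed 33538 genes. No annotation of cell types was used from the authors, so classes were rebuilt from markers and may differ from those of the study.

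The donor was the replicate, and the files of a donor were treated as parts of that replicate. The edgeR tests with all donors therefore measure the spread between donors, with 2 donors in each group. Where a group was left with a single donor, the spread came from the other group alone, and tests of gene lists with a preset correlation rest on the spread between genes. Before the data were examined, the cell filter, the tests, 23 gene lists, the marker lists, the rule for named genes and most alternatives had been fixed. The files of healthy donor 2 turned out to be 4 repeat runs of the same library. Their barcodes formed a union of 521, and 91.7% to 98.3% of gene and barcode entries with a summed count of 2 were split as 1 and 1 between a pair of runs, against 50% for independent molecules. The file pairs of the other donors shared 0 or 1 barcodes. Joining the runs would have counted molecules repeatedly, so run 3, the run with the most barcodes, stood for this donor, a departure from the fixed plan that joined all files of a donor. Each other run, and all 4 runs kept as separate cells, were tried as alternatives chosen after the data were seen.

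Genes that report a person's sex, carrier state or clonotype were dropped from every matrix before any computation (669 of 33538, leaving 32869), so depths given here exclude them. As in the study's methods, cells with fewer than 300 detected genes, more genes than the 98th percentile or over 20% mitochondrial UMIs were removed. The 10 matrices held 12815 barcodes, of which 11243 passed this filter applied per file. With 1 run of healthy donor 2 there were 11461 barcodes, of which 10118 passed the filter applied per donor. The kept cells numbered 1934 and 431 in healthy donors 1 and 2 and 3840 and 3913 in T2D donors 1 and 2. Scrublet, run per file, called 65 of the kept cells doublets (0.642%); these were kept in the main results and removed in an alternative.

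Clustering was done in scanpy 1.11.5 with leidenalg 0.10.2 under Python 3.11.15. Counts were scaled to 10000 UMIs per cell and log-transformed, and 1000 variable genes were taken. UMI count and mitochondrial share were regressed out, and 20 principal components and 15 neighbours were used. Leiden clustering at a resolution of 0.4 stood in for the shared-neighbour clustering of the study and gave 19 clusters, with no integration of donors. A cluster took the name of the class with the largest share of its markers detected in at least 20% of the cluster's cells, with at least 3 detected. For classes other than endothelial, a marker also had to be among the 10 leading genes. The endothelial name was exempt from this, and the larger endothelial clusters had 0 endothelial markers there. One cluster of 48 cells, led by FCER1A and CD1C, stayed unnamed. Endothelial cells (ECs) were the 3475 cells of 4 clusters. CDH5 was found in 79.2%, 72.5% and 83.8% of the cells of the larger clusters and in 24.2% of the 190 cells of the shallowest. T and NK cells served as the background class for LINC00607.

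Raw counts were summed per donor over ECs and tested with edgeR 4.0.16 under R 4.3.3, with filterByExpr, TMM scaling, glmQLFit and glmQLFTest. Genes with a Benjamini-Hochberg adjusted p under 0.05 over the 13359 genes tested were taken as changed. The standard error (SE) of a log2 fold change was its size divided by the square root of F. Gene CPM values were TMM-normalised CPM, with a prior count of 2 for log values. Sums over HOX genes, marker sets and early-response genes were CPM of all UMIs. Values of other classes were too, except those of the genes named in the T and NK comparison, which were TMM-normalised CPM. Where a group held 0 UMIs of a gene, a lower bound of the fold was set against a floor of 3 counts over the group. On simulated counts for these 13359 genes, with 50 genes changed at each fold, the procedure recovered 10% of changes of 2-fold, 70% of 4-fold, 98% of 8-fold and 100% of 16-fold. Of its 150 calls, 11 were false (7.33%). The changed genes were not drawn from those of lowest CPM, so recovery of genes with few UMIs was not tested. The simulated spread followed the level of a gene, not the gene's own spread between donors.

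Gene lists were tested with camera in limma 3.58.1, with a preset correlation between genes of 0.01, and again with an estimated correlation and with fry. Benjamini-Hochberg adjustment was made over the 23 lists, and over the members of each list alone for counts given as such. A raised list in the simulated data was recovered with both settings of camera. The simulated counts were drawn independently for each gene, so this does not test either setting on correlated genes. Named genes were the up to 10 changed genes in each direction with the largest log2 fold change, a mean CPM of at least 50 and both T2D donors on the same side of both healthy donors, with ribosomal, mitochondrial and unnamed genes left out. If fewer than 5 passed in a direction, the 5 with the smallest p were named. A fixed set of genes was named whatever it showed, as were the 2 to 4 members with the smallest p of each list described. One gene of the fixed set, with the comparison that rests on it, is not reported here. HOX genes, VIPR1 and the T and NK and macrophage comparisons were chosen after their values were seen.

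Shares of cells were compared with two-sided exact permutation tests over donors, for which 2 against 2 donors allow no p below 0.3333. Intervals of shares were exact Clopper-Pearson and those of sums exact Poisson, at 95%, and they cover counting error only. A count of 0 was given the upper limit that 3 counts allow. To remove depth, cells were thinned to 1500 UMIs (1000 or 3000 in alternatives) and shallower cells left out. Exact tests and intervals used scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. Gene positions are from GENCODE 44 on GRCh38.

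Alternatives covered the scaling (DESeq2 size factors), the test (DESeq2 1.42.0, and limma-voom on sums per file), the low-count filter, each donor left out, a replicate block, the cell filters, doublets, a resolution of 0.8, restricted sets of ECs and thinning. Other classes were to be tested where all 4 donors had at least 20 cells. No other class met this, so those fits were not run with 4 donors.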

Results

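The data comprised raw UMI counts of single cells from the mesenteric arteries, the vessels that supply the intestine, of 2 healthy donors and 2 donors with T2D. Healthy donor 1 was covered by 2 files of 1308 and 941 barcodes, with 6208470 and 7731386 UMIs and medians of 3728.5 and 5551 UMIs per barcode. Healthy donor 2 was covered by 4 repeat runs of the same library, which were counted as 1 replicate, and the run used held 521 barcodes, 2492550 UMIs and a median of 1556. T2D donor 1 had 2 files of 3371 and 915 barcodes, with 32450823 and 11009027 UMIs and medians of 6041 and 7754. T2D donor 2 had 2 files of 2010 and 2395 barcodes, with 8010613 and 22127105 UMIs and medians of 1790 and 5171. After filtering, 10118 cells remained, with total counts of 11181594, 2056886, 36783344 and 24271664 UMIs in healthy donors 1 and 2 and T2D donors 1 and 2. The median depth of the kept cells was 4337, 1641, 6863.5 and 3924 UMIs in the same order, so values of healthy donor 2 rest on the fewest and shallowest cells.

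The first comparison asked which cell classes made up the arterial samples in each group. Macrophages and monocytes made up 30.9% ± 1.70 (SD, n = 2) of the cells of T2D donors and 8.09% ± 6.19 (SD, n = 2) of those of healthy donors. The ECs, the cells that line the vessel, made up 32.8% ± 12.2 (SD, n = 2) in T2D and 36.1% ± 7.70 (SD, n = 2) in healthy donors. T and NK cells took 35.8% of the cells of healthy donor 1 but 2.09% of those of healthy donor 2, against 22.2% and 37.6% in T2D donors 1 and 2. Fibroblasts, the matrix-producing cells of the outer wall, were 269 of the 431 cells of healthy donor 2 (62.4%, 95% interval 57.7 to 67.0). They were 0 of 1934 cells in healthy donor 1, which allows a share of up to 0.155%, and 0.0260% and 0.664% in the T2D donors. Cycling cells were 0 of 431 in healthy donor 2, which allows up to 0.696%, and 2.33%, 2.97% and 3.65% in healthy donor 1 and T2D donors 1 and 2. The macrophage share lay above both healthy donors in both T2D donors, at 29.7% and 32.1% against 12.5% and 3.71%, with a difference of 22.8 points and an exact permutation p of 0.3333, the smallest that this design allows. The EC share differed by -3.23 points (exact permutation p = 0.667), less than the spread between donors. All shares depend on the dissociation of each vessel and on the depth of each library.

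**Figure D1:**
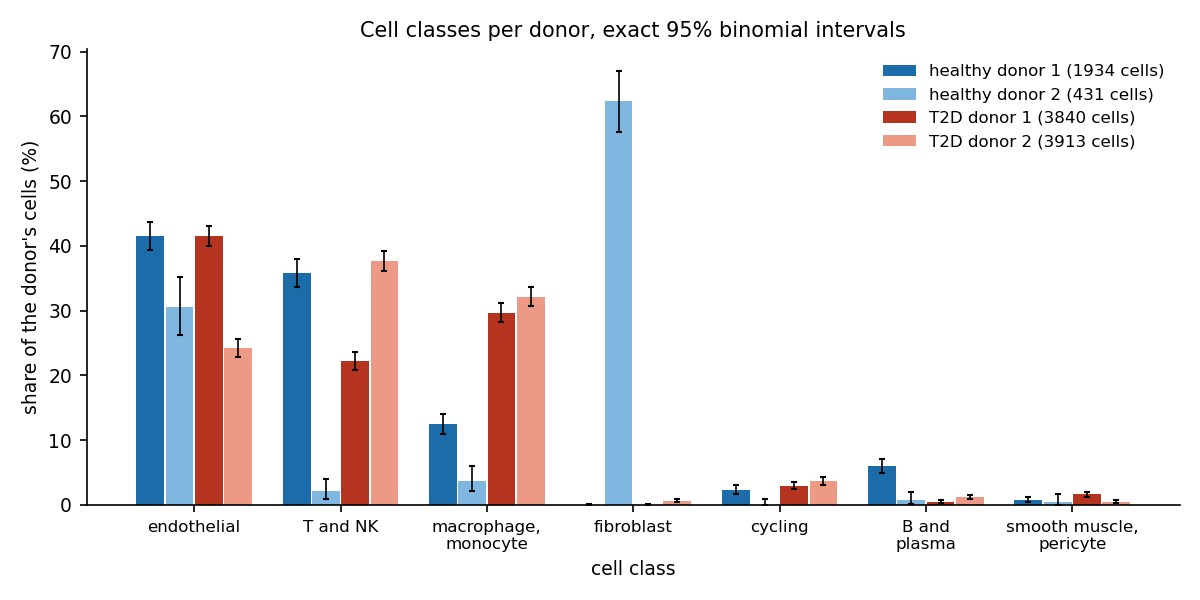
Share of each donor's filtered cells (%) in each cell class, with bars for healthy donors 1 and 2 and T2D donors 1 and 2 and whiskers for exact 95% binomial intervals. Macrophages and monocytes sit at 29.7% and 32.1% in the T2D donors and at 12.5% and 3.71% in the healthy donors, and fibroblasts reach 62.4% in healthy donor 2 only.

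The second comparison asked which genes differed between the ECs of T2D and healthy donors. In ECs of T2D donors 26 genes rose and 24 fell, of 13359 tested (edgeR quasi-likelihood test, 1230 genes at an unadjusted p under 0.05). The largest named rise was that of FOSB (ENSG00000125740), an AP-1 transcription factor subunit induced by stress and growth signals, at chromosome 19, 45467995 to 45475179 on GRCh38. FOSB went from 4.93 ± 1.18 (SD, n = 2) CPM in healthy ECs to 491 ± 268 (SD, n = 2) CPM in T2D ECs, a log2 fold change of 6.75 (SE 0.68, edgeR adjusted p = 0.0192). GUCY1A1 (chromosome 4, 155666726 to 155737059), a subunit of the guanylate cyclase that senses nitric oxide, rose from 10.5 ± 3.50 to 172 ± 27.7 CPM (SD, n = 2 each), with a log2 fold change of 4.16 (SE 0.47, edgeR adjusted p = 0.0196). The matrix protein gene MATN2 rose by 3.51 on the log2 scale (edgeR adjusted p = 0.0267), from 33.6 ± 1.41 to 382 ± 130 CPM (SD, n = 2 each). MYH10, a nonmuscle myosin heavy chain, rose by 3.28 (edgeR adjusted p = 0.0267). The imprinted long noncoding RNA MEG3 rose by 2.99 and ANKRD29 by 2.91, and NCAM1, a neural cell adhesion molecule, rose by 2.61 (edgeR adjusted p = 0.0490, 0.0285 and 0.0324).

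Among the genes that fell in T2D ECs, IGFBP5 (chromosome 2, 216672105 to 216695549), which binds insulin-like growth factors, had a log2 fold change of -4.12 (SE 0.62, edgeR adjusted p = 0.0349). It was also a top gene of the fibroblast cluster, which held 269 of the 431 cells of healthy donor 2. Its CPM in ECs of healthy donors 1 and 2 was 52.4 and 189, and fibroblast RNA was not separated from expression. IGFBP5 stood at 121 ± 96.5 CPM in healthy and 6.70 ± 0.126 CPM in T2D ECs (SD, n = 2 each). It lost its call in 4 of 22 alternative settings, among them sums per file with the donor as a random block in limma-voom (adjusted p = 0.112), and its adjusted p ranged from 3.56e-14 to 0.112. TNXB, encoding the matrix protein tenascin-X, had a log2 fold change of -3.61 (edgeR adjusted p = 0.0267), from 178 ± 81.0 to 14.5 ± 4.16 CPM (SD, n = 2 each). TNXB has a near-identical partial copy beside it, so its count is uncertain. The LIM domain gene CRIP1 fell by 3.03 on the log2 scale and the cadherin gene CDH23 fell by 2.54 (edgeR adjusted p = 0.0285 and 0.0490). C19orf33 showed a log2 fold change of -5.47 that did not pass the threshold (edgeR adjusted p = 0.0599), from 237 ± 125 to 5.45 ± 5.94 CPM (SD, n = 2 each). It passed in 13 of 22 alternative settings, with adjusted p-values from 4.04e-19 with no low-count filter to 0.113 without healthy donor 1. VIPR1, a receptor for vasoactive intestinal peptide, was among the genes with the smallest p and was singled out after its values were seen, with a log2 fold change of -4.72 (edgeR adjusted p = 0.0169).

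Different clusters held most ECs of each donor. The cluster led by EDN1, BMP4 and CYR61 held 96.5% of the ECs of T2D donor 1, and the cluster led by IGFBP3 and SPARCL1 held 81.2% of those of T2D donor 2. The cluster led by C19orf33, RAMP3 and IFI27, in which CDH23 was also among the top 10 genes, held 89.2% and 61.4% of the ECs of healthy donors 1 and 2. EC markers summed to 13788 and 15642 CPM in healthy ECs and to 8575 and 8813 CPM in T2D ECs. Markers of other cells differed too: mesothelial and epithelial markers summed to 1604 and 1810 CPM in healthy and to 689 and 684 CPM in T2D ECs, and fibroblast markers to 446 and 379 CPM against 91.1 and 175 CPM. Erythroid markers summed to 2891 CPM in healthy donor 1 and to 1.68, 22.0 and 14.6 CPM in healthy donor 2 and T2D donors 1 and 2. Smooth muscle markers were highest in T2D donor 1, at 1276 CPM against 246, 402 and 242 CPM in healthy donors 1 and 2 and T2D donor 2. With only ECs that held no UMI of ACTA2, TAGLN, DCN, LUM, LYZ or CD3D, 8 genes were higher and 3 lower, of 11871 tested. Of the 11 named genes FOSB, GUCY1A1 and MATN2 kept their call. This restriction did not cover erythroid, mesothelial or epithelial markers, and fewer cells and genes entered it, so a lost call does not show that RNA of other cells made it. The counts depended on the donors: 0 genes were higher and 16 lower without healthy donor 1, 22 and 43 without healthy donor 2, 70 and 77 without T2D donor 1, and 179 and 172 without T2D donor 2. Of the 11 named genes, IGFBP5 and TNXB alone kept their call without healthy donor 1, while MATN2, ANKRD29 and NCAM1 lost it without healthy donor 2 and CDH23 lost it when T2D donor 1 or T2D donor 2 was left out. Over 22 alternative settings FOSB and GUCY1A1 lost their call in 1, TNXB in 2, MATN2 in 3, IGFBP5 in 4, MYH10, MEG3, ANKRD29, NCAM1 and CRIP1 in 5 each and CDH23 in 6. With a mean CPM of at least 50, 9 of the 11 lost it (FOSB and GUCY1A1 kept it), and with the 4 runs of healthy donor 2 as separate cells 7 lost it (FOSB, GUCY1A1, MATN2 and TNXB kept it). MEG3 also lost it without the shallowest EC cluster (edgeR adjusted p = 0.0542), MYH10 with no upper limit of genes per cell (0.0947) and CRIP1 with run 4 of healthy donor 2 (0.0559). Each of the 11 kept its direction in all 22 settings.

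A set of 11 genes, among them those that the study followed in cultured ECs, was examined whatever it showed. LINC00607 (ENSG00000235770), a long noncoding RNA on the minus strand of chromosome 2 from 215611563 to 215848954, stood at 5.47 ± 4.50 CPM in healthy and 11.9 ± 9.83 CPM in T2D ECs (SD, n = 2 each). Its log2 fold change was 1.57 (SE 0.87, edgeR adjusted p = 0.673), and healthy donor 2 lay above T2D donor 1, at 8.65 against 4.98 CPM. NOS3, the endothelial nitric oxide synthase, stood at 243 ± 21.3 and 90.7 ± 42.4 CPM (SD, n = 2 each), a log2 fold change of -1.42 (edgeR adjusted p = 0.319). For the matrix gene FN1 the log2 fold change was 1.43 and for THBS1, encoding thrombospondin-1, it was 1.57 (edgeR adjusted p = 0.542 and 0.276). The chemokine gene CCL2 showed 3.32 (edgeR adjusted p = 0.292), with 0 UMIs in healthy donor 2 and 38.2 CPM in healthy donor 1. RUNX1 had 0 UMIs in healthy ECs and 132 and 30 UMIs in T2D donors 1 and 2, at least 12.02-fold higher against the floor of 3 counts over the healthy group, and did not pass (edgeR adjusted p = 0.119). The adhesion receptor ICAM1 showed -0.46, von Willebrand factor VWF -0.86, TRIO -0.56, the EC junction cadherin CDH5 -0.10 and the smooth muscle actin ACTA2 0.03 (edgeR adjusted p = 0.816, 0.741, 0.766, 0.980 and 0.997). None of these 11 genes passed the threshold. In alternative settings NOS3 and THBS1 passed in 2 of 22 each, CCL2 in 3 of 22 and RUNX1 in 4 of 19, with adjusted p-values ranging from 0.0290 to 0.990, 0.0280 to 0.861, 1.70e-08 to 0.984 and 0.000163 to 0.369. Among these passes, CCL2 and RUNX1 passed without T2D donor 2 (edgeR adjusted p = 7.84e-07 and 0.00221).

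**Figure D2:**
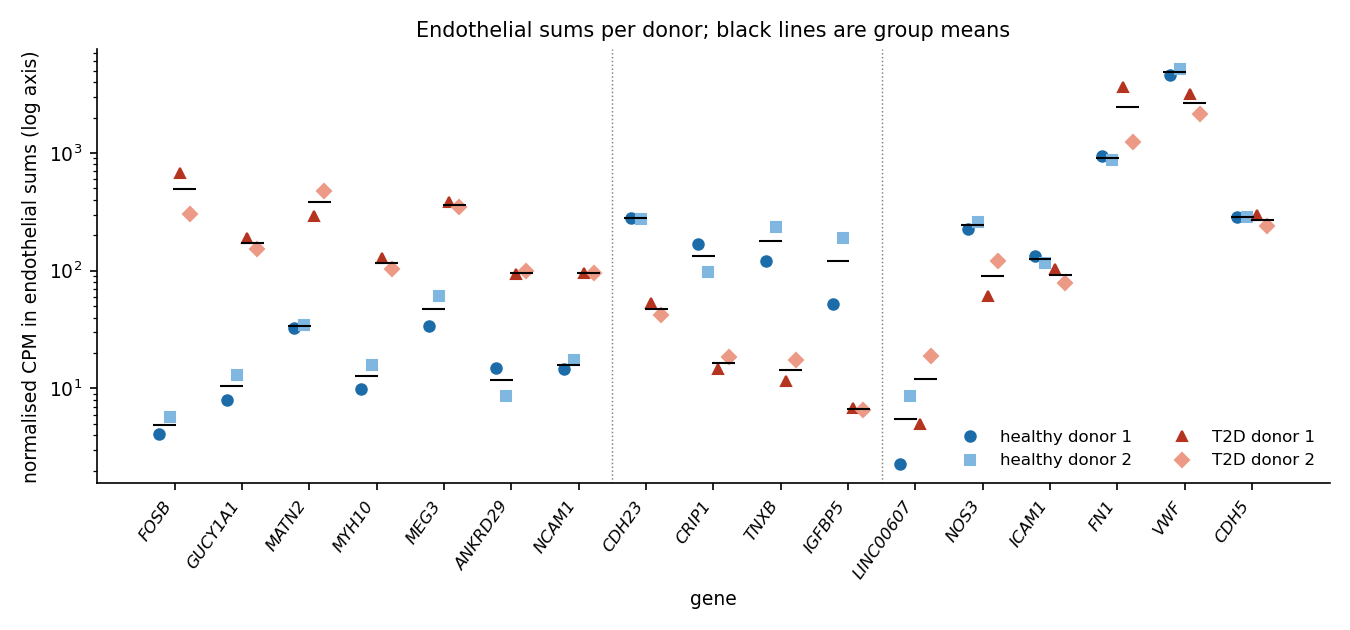
TMM-normalised CPM (log axis) of the named genes in the summed ECs of each donor, with points for donors, black lines for group means and dotted lines between the genes that rose, the genes that fell and 6 genes chosen in advance. FOSB sits at 4.10 and 5.77 CPM in the healthy donors and at 680 and 301 CPM in the T2D donors, whereas LINC00607 overlaps between groups.

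Gene lists fixed in advance were then compared in the ECs. All 18 immediate early and dissociation response genes had a higher fitted level in T2D ECs, with a median log2 fold change of 1.83 (camera adjusted p = 1.04e-07, limma). This call was lost with an estimated correlation between genes, as were the 4 others below (adjusted p = 0.797 with an estimated correlation for each). Of its members 1 rose over all genes tested, FOSB, and 9 rose when adjusted over the list alone. SOCS3, a feedback inhibitor of cytokine signalling, showed 3.69, the stress transcription factor ATF3 3.60 and MYC 2.12 on the log2 scale. All 23 ribosomal protein and translation genes lay higher in T2D ECs, with a median of 1.04 (camera adjusted p = 2.45e-08, and adjusted p = 0.797 with an estimated correlation). None of them passed over all genes (edgeR, 0 of 23) or adjusted over the list alone (0 of 23), and RPL3, RPL5 and RPS6 showed log2 fold changes of 1.48, 1.35 and 1.30 with unadjusted edgeR p-values of 0.0238, 0.0314 and 0.0350.

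The TGF-beta response list was higher in T2D ECs in 15 of its 19 measured members, with a median of 0.89 (camera adjusted p = 0.0110, and adjusted p = 0.797 with an estimated correlation). Over all genes 0 members passed, and 2 rose when adjusted over the list alone, the matricellular gene CTGF (2.92) and LTBP1 (2.28), which encodes a TGF-beta binding protein. The call was lost without healthy donor 1 (camera adjusted p = 0.246) and without T2D donor 1 (0.165). Venous and capillary identity genes were lower in 7 of 9 measured members, with a median of -0.78 (camera adjusted p = 0.0126, and adjusted p = 0.797 with an estimated correlation). Adjusted over the list alone, NR2F2, the transcription factor of venous identity, fell by 1.88, EMCN fell by 2.98 and NRP2 fell by 3.86 on the log2 scale, 3 members in all, against 0 over all genes. ACKR1, set in this list, was a top gene of the shallowest EC cluster. That cluster supplied 299776 of 6022225 and 79083 of 596609 EC UMIs in healthy donors 1 and 2. In T2D donors 1 and 2 it supplied 46435 of 18944236 and 156211 of 10566260. The list was not tested without that cluster, so the mix of clusters was not separated from expression. Oxidative stress and metallothionein genes were lower in 10 of 17 measured members, with a median of -0.41 (camera adjusted p = 0.0352, and adjusted p = 0.797 with an estimated correlation). Over all genes 0 members passed, and adjusted over the list alone the metal-binding MT1X fell by 3.15 and MT1M fell by 3.00. This list lost its call without healthy donor 2 (camera adjusted p = 0.111).

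The study's own lists came from cultured ECs, not from these donors. Of its stress-induced genes, 11 of 15 measured members lay higher in T2D ECs, with a median of 0.45 (camera adjusted p = 0.117). Over all genes 0 passed, and adjusted over the list alone CTGF rose. Without T2D donor 2 the list passed (camera adjusted p = 0.00272). Its list of genes in super enhancers, large clusters of active enhancers, included MALAT1, whose super enhancer the study found to be a highly connected hub already before stress. The list had a median of -0.39 but a mean of 0.28, and the test pointed down without passing (camera adjusted p = 0.538). Over all genes 0 of its 14 members passed, and adjusted over the list alone RUNX1 and THBS1 rose while THSD4 fell by 3.14 and PDE4D fell by 1.60. In the endothelial homeostasis and angiogenesis lists the VEGF receptor gene KDR fell, from 33.1 ± 14.4 to 1.73 ± 0.370 CPM (SD, n = 2 each), with a log2 fold change of -4.19 (edgeR adjusted p = 0.0199). KDR was also a top gene of the shallowest EC cluster, and without that cluster its log2 fold change was -1.87 and did not pass (edgeR adjusted p = 0.585). In the extracellular matrix list the basement membrane collagen COL15A1 fell, with -5.15 (edgeR adjusted p = 0.0196), and it was too low to be tested without that cluster. The fibroblast markers of which COL1A1 and COL1A2 are part, also members of this list, summed lower in both T2D donors, as given above. With all donors neither homeostasis (camera adjusted p = 0.0751) nor extracellular matrix (0.117) nor angiogenesis (0.696) passed as a list. Homeostasis passed, pointing down, without healthy donor 1 (0.0283) and without T2D donor 2 (0.00842). Extracellular matrix passed, pointing down, without healthy donor 1 (0.0459) and without T2D donor 1 (0.000902), and pointed up without T2D donor 2 (0.936). Angiogenesis pointed up, and pointed down without healthy donor 1 (0.783). Interferon response genes lay lower in 19 of 22 members (camera adjusted p = 0.309), but this depended on healthy donor 1: the list passed, pointing down, without healthy donor 2 (1.42e-08) and pointed up without healthy donor 1 (0.155). Arterial identity genes went both ways (9 positive, 8 negative, camera adjusted p = 0.692), and the list pointed up, but down without healthy donor 1 (0.783) or T2D donor 2 (0.775). NF-kappaB feedback genes passed with fry alone (adjusted p = 0.0179) and not with camera (0.511).

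HOX genes, the transcription factors that record position along the body axis, stood out among the genes that rose and were examined after their values were seen. HOXA9 (chromosome 7, 27162438 to 27175180) rose from 0.328 ± 0.463 to 76.5 ± 21.3 CPM (SD, n = 2 each), with a log2 fold change of 7.03 (edgeR adjusted p = 0.0169). HOXA10 (chromosome 7, 27170605 to 27180261) rose from 1.44 ± 2.04 to 66.6 ± 9.28 CPM (SD, n = 2 each, edgeR adjusted p = 0.0267), its healthy value resting on 2 UMIs. HOXA6 rose by 4.13 on the log2 scale, and HOXB8 was at least 21.4-fold higher against the floor of 3 counts over the healthy group (edgeR adjusted p = 0.0267 and 0.0467). HOXA9 and HOXA10 overlap in the annotation, so counts of the pair are uncertain between them. Summed over the 7 measured genes of paralog numbers 9 to 13, T2D ECs held 163 ± 45.0 and healthy ECs 5.16 ± 2.56 CPM of all UMIs (SD, n = 2 each), a ratio of 31.5. The ratio was 3.45 for the 6 genes of paralog numbers 6 to 8 and 0.908 for the 11 genes of paralog numbers 1 to 5. In the edgeR test 2 of the 7 genes of paralog numbers 9 to 13 passed, and HOXA11 did not (adjusted p = 0.0637). Of paralog numbers 6 to 8 and 1 to 5, 2 of 6 and 0 of 11 genes passed (for 1 to 5, 0 at an unadjusted p under 0.05). Without healthy donor 1 HOXA9, HOXA10, HOXA6 and HOXB8 lost their calls, and each kept its direction (edgeR adjusted p = 0.0675, 0.109, 0.196 and 0.248). HOXA10 also lost its call in DESeq2 (adjusted p = 0.348). HOXA6 and HOXB8 also lost theirs in ECs with no UMI of ACTA2, TAGLN, DCN, LUM, LYZ or CD3D (edgeR adjusted p = 0.0620 and 0.0701). They lost them with the 4 runs of healthy donor 2 as separate cells too (edgeR adjusted p = 0.0563 and 0.0728).

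**Figure D3:**
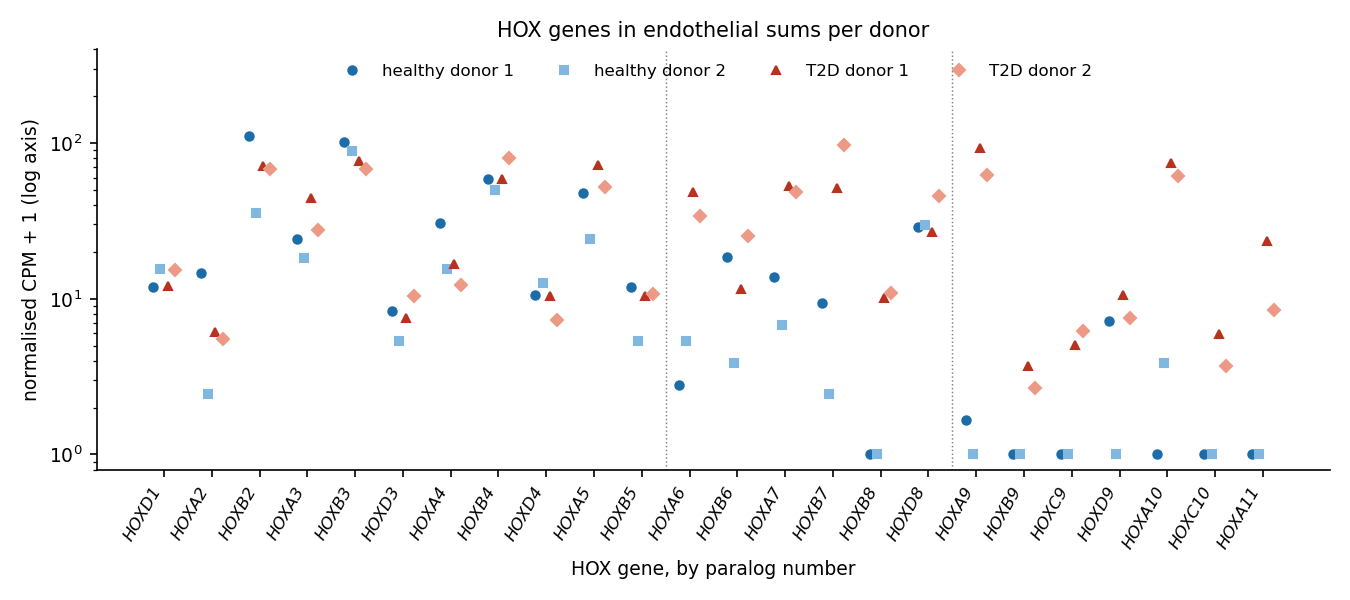
Normalised CPM plus 1 (log axis) of 24 HOX genes in the summed ECs of each donor, ordered by paralog number, with dotted lines between paralog numbers 1 to 5, 6 to 8 and 9 to 13. HOXA9 averages 76.5 CPM in T2D and 0.328 CPM in healthy ECs, whereas donors of both groups overlap for genes of paralog numbers 1 and 2.

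The last comparison asked how many ECs held LINC00607, the RNA that the study followed from cultured ECs to these donors. A LINC00607 UMI was found in 13 of 803 ECs (1.62%, exact Clopper-Pearson 95% interval 0.865 to 2.75) and 5 of 132 ECs (3.79%, 1.24 to 8.62) of healthy donors 1 and 2. It was found in 75 of 1593 (4.71%, 3.72 to 5.87) and 112 of 947 (11.8%, 9.84 to 14.1) ECs of T2D donors 1 and 2. The means were 2.70% ± 1.53 and 8.27% ± 5.03 (SD, n = 2 each, exact permutation p = 0.3333), and no order was read from them because the CPM of the groups overlapped. In T and NK cells, the background class, a LINC00607 UMI was found in 0 of 692, 0 of 9, 0 of 852 and 0 of 1471 cells, which allows shares of cells with a captured UMI of up to 0.434%, 33.3%, 0.352% and 0.204% and does not show that these cells lack the RNA. Other classes did hold it: 6 of 62 smooth muscle cells and pericytes (9.68%, 3.63 to 19.9) and 8 of 1140 macrophages and monocytes (0.702%, 0.303 to 1.38) of T2D donor 1, 1 of 1256 macrophages and monocytes of T2D donor 2, and 2 of 269 fibroblasts (0.743%, 0.0902 to 2.66) of healthy donor 2. The median depth was 6054, 2989, 9197 and 10451 UMIs in ECs and 3751, 4751, 3842 and 4372 UMIs in T and NK cells of healthy donors 1 and 2 and T2D donors 1 and 2. ECs with a LINC00607 UMI were deeper than the other ECs of the same donor, with a median depth 1.89, 2.69, 2.26 and 1.37 times theirs in the same order. Thinned to 1500 UMIs, with 83, 45, 153 and 126 ECs left out, LINC00607 was in 0.556%, 0 of 87 (up to 3.45%), 0.972% and 2.80% of ECs. The donors of the groups overlapped after thinning to 1000 UMIs (means 0.598% ± 0.659 in healthy and 1.22% ± 1.06 in T2D, SD, n = 2 each, exact permutation p = 0.667) and to 3000 UMIs (1.84% ± 1.68 and 2.89% ± 2.17, SD, n = 2 each, exact permutation p = 0.667). As above, most healthy and T2D ECs came from different clusters.

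**Figure D4:**
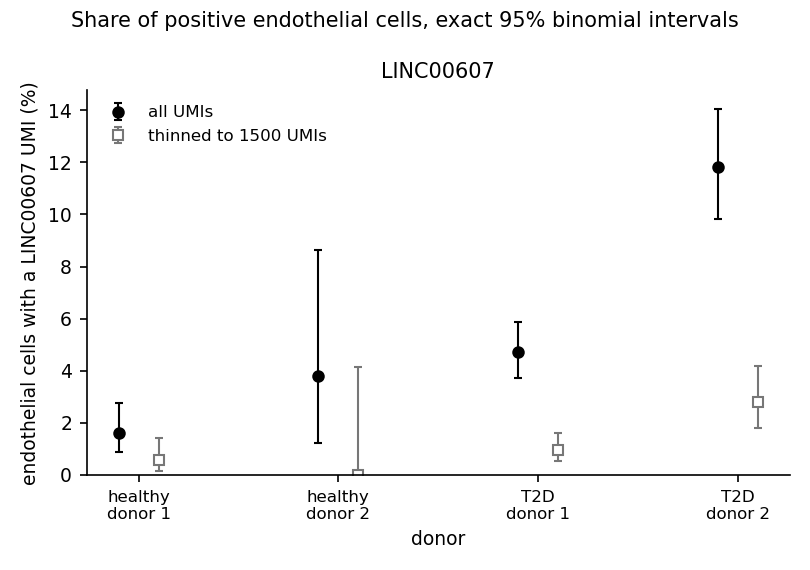
Share of ECs (%) with a UMI of LINC00607 per donor, with all UMIs (filled circles) and after thinning to 1500 UMIs (open squares) and exact 95% binomial intervals. With all UMIs the healthy donors sit at 1.62% and 3.79% and the T2D donors at 4.71% and 11.8%.

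Whether other cells of the same vessels differed as the ECs did could not be tested with all 4 donors, because no other class had at least 20 cells in each. The largest other class, T and NK cells, had 9 cells in healthy donor 2, and macrophages and monocytes had 16.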

Values the study reported

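The study stated 12,815 cells before and 11,243 after filtering, and between 1800 and 4400 cells per sample.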

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

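All tests named in this part were chosen after the results were seen, apart from the EC gene list of early-response genes. In a fit of healthy donor 1 and both T2D donors, the T2D effect on FOSB was larger in ECs than in T and NK cells by 5.14 on the log2 scale (edgeR adjusted p = 0.0373), a difference between classes that drew attention. The fit left out healthy donor 2, which had 9 T and NK cells, so a single healthy donor carries it, and the spread behind the p-value comes from the T2D donors alone. FOSB stood at 4.15 CPM of all UMIs in ECs and 101 CPM in T and NK cells of healthy donor 1, against 635 and 281 CPM in T2D donor 1 and 272 and 499 CPM in T2D donor 2.

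Early-response genes as a group lay higher in T2D cells of 3 classes, with median log2 fold changes of 1.83 in ECs (4 donors) and, against healthy donor 1 alone, 1.12 in T and NK cells and 1.75 in macrophages and monocytes (3 donors). The summed CPM of the list in ECs was uneven, at 5363 and 2994 in healthy donors 1 and 2 and 18516 and 6211 in T2D donors 1 and 2, so T2D donor 1 carries most of the difference in the sum. Each median lay above the 95th percentile of 10000 random lists (0.44, 0.10 and 0.15), which ignore correlation between genes, and with an estimated correlation the list did not pass in ECs (camera adjusted p = 0.797). Free endothelial RNA as the carrier into the other classes is argued against. The summed CPM of the list exceeded that of healthy donor 1 by an amount that would need 36.3% and 57.3% of endothelial RNA in T and NK cells, and 65.7% and 87.2% in macrophages and monocytes, of T2D donors 1 and 2. The upper bounds of EDN1, CTGF, CYR61 and VWF, set against ECs of the same donor, allow at most 6.41% and 2.15%, and 4.64% and 1.41%, in the same order. Handling of the vessels before lysis, such as the time of dissociation, remains open. Such handling would raise the list in all classes, and the median in T and NK cells was 1.12, which does not show its cause. Handling cannot be told apart from the group, because each donor is in 1 group. A response of the vessel wall to T2D is also open, and was not tested.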

How the results depend on the processing

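The alternatives that used other runs of healthy donor 2 or left out the shallowest EC cluster were chosen after the data were seen. The count of 50 changed EC genes was 247 with DESeq2, 572 with no low-count filter and 98 in ECs with a CDH5 UMI. It was 232 with sums per file in limma-voom. There the files of a donor entered separately, tied by a correlation of 0.548, so that count does not rest on donors alone. With the 4 runs of healthy donor 2 as separate cells the count was 25. With fewer genes tested, it was 11 in ECs with no UMI of ACTA2, TAGLN, DCN, LUM, LYZ or CD3D and 2 with a mean CPM of at least 50. It ranged from 16 to 351 with a donor left out, when the lone donor of a group is assumed to vary like the other group. With a replicate block it was 394. The block and the pairing rest on a shared number only (correlation of deviations 0.238), so a pass with the block alone would not be read as a call. In each of these settings every called gene that was tested kept its direction. The share of higher calls, 52% at first, was 72.7% in ECs with no UMI of ACTA2, TAGLN, DCN, LUM, LYZ or CD3D. It was 100% with a mean CPM of at least 50 and 40.9% in limma-voom. Of the 23 gene lists, 5 passed with a preset correlation, 0 with an estimated correlation, 1 with fry and 5 to 8 with a donor left out.

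ACTA2 changed sign with run 2 (-0.0024) and run 4 (-0.11) of healthy donor 2, and ranged from -0.53 to 9.08 with a donor left out. CDH5 was 0.15 after thinning to 1500 UMIs and -0.26 to 0.064 with a donor left out. The super enhancer list pointed up without T2D donor 2, its adjusted p then ranging from 0.348 to 0.773 over the donors left out. Extracellular matrix turned up without T2D donor 2 (range 0.000902 to 0.936 over the donors left out). Without healthy donor 1 interferon response turned up (range 1.42e-08 to 0.412) and angiogenesis turned down (range 0.585 to 0.818), as did arterial identity, also without T2D donor 2 (range 0.323 to 0.783). The EC share difference ranged from -11.9 to 5.41 points. Apart from the constructions named, the cause was not tested. Among the remaining values 64 lost and 41 gained a call, 22 counts or share differences moved and 626 were held as unchanged. For genes and lists, unchanged meant the same direction and side of the threshold. For counts it meant a similar number, and for shares a change within the larger SD of the groups, whatever the sign. The T and NK share difference, 10.96 points at first, was -5.89 points without healthy donor 2. The fibroblast share difference went from -30.9 to 0.345 points in the same setting. The alternatives set out for other classes and for the difference between classes were not run, because no other class had 20 cells in all 4 donors. Depth limits LINC00607, with 14 and 6 UMIs in the ECs of healthy donors 1 and 2, and RUNX1, with 0 in both.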

Other observations

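All tests in this part were chosen after the results were seen. In T and NK cells, healthy donor 1 was compared with both T2D donors, since healthy donor 2 had 9 such cells. In this and the other fits of 3 donors the spread comes from the T2D donors alone, so the p-values cover no spread between healthy donors. There 83 genes were higher and 35 lower in T2D at the threshold, of 11840 tested (edgeR). The higher genes included EFEMP1 (5.81 on the log2 scale), the endothelin gene EDN1 (5.37), FN1 (4.78), MGP (4.18) and PLCG2 (3.42), with edgeR adjusted p-values of 8.76e-07, 1.73e-06, 9.08e-06, 3.77e-05 and 0.00116. The T2D donors were uneven, and EDN1 was raised in T2D donor 1 alone: in healthy donor 1 and T2D donors 1 and 2, EDN1 stood at 2.24, 185 and 3.14 CPM, EFEMP1 at 1.34, 143 and 11.96 CPM, FN1 at 3.13, 155 and 19.4 CPM, MGP at 63.5, 1943 and 354 CPM and PLCG2 at 7.16, 18.5 and 134 CPM. Most of the higher genes had a higher CPM in ECs of the T2D donors than in their T and NK cells. Over all the higher genes the median ratio was 27.6, so RNA of other cells in these droplets was not separated from expression. The lower genes included CCR7 (-2.76), a homing receptor of naive and central memory T cells, the chaperone gene HSPA1A (-2.64), GABARAP (-2.53) and POLD4 (-2.34). CCR7 was a top gene of a cluster that held 438 of 692 T and NK cells of healthy donor 1, against 296 of 852 and 653 of 1471 in T2D donors 1 and 2, so the mix of clusters was not separated from expression. With the same 3 donors, 0 genes were higher and 5 lower in macrophages and monocytes of 12742 tested (edgeR, 802 at an unadjusted p under 0.05), among them the calcium-binding S100A12 (-4.30, adjusted p = 0.0327) and HBA2 (-5.01, adjusted p = 0.0261). S100A12 was a top gene of a cluster that held 93 of 241 macrophages and monocytes of healthy donor 1, against 211 of 1140 and 14 of 1256 in T2D donors 1 and 2. A single healthy donor carries each of these counts. In the test of the difference between ECs and T and NK cells, 10 genes had a larger and 8 a smaller T2D effect in ECs of 14658 tested, including the erythroid genes HBA1 (-6.88), HBA2 (-6.56) and HBB (-7.29) and the mesothelial ITLN1 (-6.07), with edgeR adjusted p-values of 0.000501, 0.000501, 0.0246 and 0.0214. Erythroid markers summed to 2891 CPM in ECs of healthy donor 1, against 22.0 and 14.6 CPM in those of T2D donors 1 and 2, and mesothelial and epithelial markers to 1604 CPM against 689 and 684 CPM. The others included MYC (3.85), PLTP (-4.26), HSPA1B (4.13), CCND2 (3.16) and NR4A2 (-3.63), with edgeR adjusted p-values of 0.0198, 0.0246, 0.0347, 0.0434 and 0.0493.

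HOXA9, HOXA10 and HOXA11 together stood at 154 CPM of all UMIs in T2D ECs (95% interval 149 to 158) and 0.907 CPM (0.3327 to 1.97) in healthy ECs. RNA of other cells is argued against, because in each T2D donor every other class with at least 100000 UMIs lay below that donor's ECs. The highest level was 59.7 CPM (24.0 to 123) in 12 mast cells of T2D donor 1, whose ECs held 175 CPM (169 to 181). In T2D donor 2 no such class had an upper bound above 37.3 CPM, and the ECs held 116 CPM (110 to 123). A cell state that makes the clusters is argued against as the whole cause: the 42 T2D ECs inside the cluster led by healthy cells held 100.5 CPM (70.0 to 140), and the 80 healthy ECs inside clusters led by T2D cells held 0 UMIs, which allows up to 10.8 CPM. In the shallowest EC cluster the level was lower than in all ECs of the donor. It was 44.8 CPM (18.0 to 92.3) in T2D donor 2 and 0 UMIs in T2D donor 1, which allows up to 64.6 CPM. A part played by cell state thus stays open. A hypothesis is that the arterial segments may have come from different positions along the body axis, since the ratio was 31.5 for paralog numbers 9 to 13 against 0.908 for 1 to 5. That ratio rests mostly on HOXA9, HOXA10 and HOXA11. As HOXD9, HOXD8 and HOXB6 did not pass (edgeR), a shift of every gene with paralog number was not shown. With 2 donors in each group, position, donor and T2D cannot be told apart, because each donor is in 1 group. Fibroblasts held 10.8 CPM (5.89 to 18.1) in healthy donor 2 and 12.8 CPM (2.63 to 37.3) in T2D donor 2, where ECs held 3.35 CPM (0.406 to 12.1) and 116 CPM (110 to 123). A shift as large as that of the ECs is thus excluded for these fibroblasts, with 3 UMIs in T2D donor 2. Smooth muscle cells and pericytes of T2D donor 1 held 31.1 CPM (18.97 to 47.97). In healthy donor 1 and T2D donor 2 this class held 0 UMIs, which allows up to 40.6 and 69.6 CPM. A shift in this class was thus neither shown nor excluded. The fibroblasts count against a position that would shift all wall cells alike, but a single donor of each group does not decide it.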
